A study of Mus musculus with 9 samples. Its data were reported in "Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice" (2024).

How the data were processed

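Bulk RNA-seq had been performed on macrophages sorted from mouse liver as Ly6C-low and F4/80-positive cells. Wild-type mice received a normal diet (ND) or CDA-HFD, a high-fat diet that lacks choline and has defined amino acids in place of protein and that produces steatohepatitis with fibrosis, for 7 or 10 weeks. Each of the 3 groups held 3 libraries, 9 in total, and groups and replicate numbers were taken from the sample labels. The labels give the replicates as separate samples, and the study describes each as a different animal.

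The authors prepared cDNA with a SMART-Seq HT kit and tagmented libraries with Nextera XT, and sequenced single-end reads of 75 bases on a NextSeq 500. Per the submitters' processing notes, Trimmomatic (0.36.0), HISAT2 (2.2.1) and featureCounts (2.0.1) were used with the mouse build GRCm38 (mm10). The study's methods name Picard for removal of duplicate reads, and Cufflinks or featureCounts for the gene values. The values deposited by the authors are FPKM per gene symbol in 1 table for all libraries, while the methods speak of a conversion into TPM. The columns sum to between 444816 and 458788 per library, and TPM columns would share 1 total, so the values were treated as FPKM. The design fixed beforehand had expected TPM or counts and also named the test for FPKM, which was used here. No count model was applied.

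Of the 24776 entries of the table, 1 was incomplete and left out. Including it, 721 entries shared 257 symbols, and values were summed per symbol, which gave 24312 genes. Mitochondrially encoded genes were on a fixed list but had no entry among those used, so they were not analysed here. The number of reads behind the values was estimated from low values of single-transcript genes, because whole reads make FPKM move in steps. Between 60.5% and 64.8% of these low values lay within 0.1 read of a whole number, so the depth is an estimate. It came to between 5455464 and 6190887 reads per library. The search covered only a narrow range of depths, so a depth outside that range could not have been found. Single reads were worth between 0.162 and 0.183 FPKM per 1 kb of effective length, the gene length less an assumed fragment of 200 bases. Genes at 1 FPKM therefore rest on few reads, and an exact 0 in such a table can also be a failed estimate. Gapdh, used by all cells, was listed at under 1.2 FPKM in every ND library, so a value of 0 is given only as listed at 0.

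Removal of duplicates from single-end reads keeps at most 1 read per start position and strand. In these libraries that would set an upper limit of 323 to 367 FPKM for long genes and compress the fold changes of abundant genes. The measurement of this limit, and another explanation that stays open, are given in the closing section.

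Differential expression was tested with limma (3.58.1, R 4.3.3; lmFit, contrasts.fit and eBayes with trend and robust) on log2(FPKM + 1). All 9 libraries entered 1 model with 3 group means and no covariates. Genes with at least 1 FPKM in at least 3 libraries were tested, 11783 in all. The 4 contrasts were 7 weeks against ND, 10 weeks against ND, 10 against 7 weeks, and the mean of both CDA-HFD groups against ND. Genes were called at a two-sided Benjamini-Hochberg adjusted p below 0.05, and the number that also differed by at least 2-fold is given beside it. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Errors after ± are SDs between 3 libraries and SE is the limma standard error. On simulated data of the same size, with noise drawn independently per gene, changes were planted in a small share of genes. Only genes above about 5 FPKM in ND were used, so recovery of lower genes was not measured. Of genes with a planted 1.5-fold change 47.9% to 60.2% were recovered, depending on the contrast (49.4% for 10 against 7 weeks). For planted 2-fold changes it was 76.2% to 84.7%, and for planted 4-fold changes 95.4% to 97.4%. Between 3.14% and 6.11% of the simulated calls were false.

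Gene lists were tested with camera from limma, with the inter-gene correlation preset at 0.01. Of 40 fixed lists, 35 had at least 5 tested members, and p was adjusted over the 140 tests of 35 lists in 4 contrasts. The lists were Resident Kupffer cell identity, Lipid- and scar-associated macrophage, the SAM (scar-associated macrophage) and KC (Kupffer cell) signatures used by the study, Egr family and Nab corepressors, Macrophage transcription factors, Immediate early and dissociation response, Profibrotic and matrix factors, Inflammatory cytokines and chemokines, Alternative activation, Lysosome, Lipid uptake and storage, LXR targets and cholesterol efflux, Cholesterol biosynthesis, Fatty acid oxidation, Glycolysis, Oxidative phosphorylation, Mitochondrially encoded, Iron and heme handling, Complement, Efferocytosis receptors and bridges, Antigen presentation by MHC class II, Type I interferon response, Cell cycle, Unfolded protein and amino acid stress response, Antioxidant response, Reference genes every cell uses, and markers of monocytes, hepatocytes, liver sinusoidal endothelial cells, stellate cells and fibroblasts, cholangiocytes, neutrophils, T cells, NK and cytotoxic lymphocytes, B cells, conventional and plasmacytoid dendritic cells, platelets and megakaryocytes, and erythroid cells. A list of patrolling monocyte genes was added after the genes called had been seen. Camera was rerun with the correlation estimated per list. None of the list calls in any contrast held in that rerun, and the p of the rerun is given with each list described as called.

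Groups, tests, lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names Egr2, which the study took from the transcription factors that rose in these libraries and chose by further measurements, and Trem2, Cd9, Spp1, Clec4f and Timd4, known markers that it named for their change in these libraries. It also takes, per contrast and direction, the 10 largest changes among genes that were called, had a mean of at least 20 FPKM in the higher group and did not overlap between the groups. For each list described it takes up to 4 members with the smallest p and members that go against the list, and for transcription factors the 8 largest changes per direction. Members that go against a list without passing the test are given as counts. H2-Ob, Ltb and S1pr5, 3 of the 15 genes called between 10 and 7 weeks, fall outside the rule and were named after their values were seen. So were Ly6c2, Cx3cr1, Alb and Gapdh. Short RNA models, 61 of those tested, are not described singly, because FPKM of models near the read length are unstable. Some genes that the rule takes are not reported here.

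Alternatives were other pseudocounts (0.1 and 5), no filter or a filter at 5 FPKM, trimmed-mean scaling, quantile normalization, limma without trend and robust, the replicate number as a block, only the groups compared, the 2-fold threshold, an estimated correlation for the lists, and leaving out each library in turn. A correction for the upper limit and a run without short RNA models were added after seeing the data. Principal components were computed from centred, unscaled log2 values. Chance overlap was simulated with 20 draws in which all libraries, ND included, were drawn around the ND means, so that unchanged groups shared simulated controls. Gene positions were taken from a GENCODE annotation of GRCm38. Figures were drawn with matplotlib (3.10.9) in Python (3.11.15) with numpy (2.4.6).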

Results

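Gene expression was measured in liver macrophages of wild-type mice fed a normal diet (ND) or CDA-HFD, a choline-deficient diet that drives steatohepatitis and liver fibrosis. Ly6C-low F4/80-positive cells were sorted after 7 or 10 weeks of CDA-HFD, and each group held 3 libraries, named here by group and replicate number (ND 1, 7w 1, 10w 1). The comparisons address how the sorted macrophage population changes in the diseased liver, and by how much Egr2 changes in it. Egr2 is a zinc finger transcription factor of the early growth response family. The estimated depth was 5455464 to 5876799 reads in ND, 5484162 to 5733201 at 7 weeks and 5877995 to 6190887 at 10 weeks. By this estimate the 10-week libraries were the deepest, though 10w 2 (5877995) hardly exceeded ND 1 (5876799). Between 10993 and 11279 genes reached 1 FPKM in a library.

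Libraries separated by diet. The first principal component held 64.7% of the variance and placed ND between −72.0 and −69.4 and the CDA-HFD libraries between 29.5 and 39.2. The second held 6.71%, with 7 weeks between −18.1 and −10.0 and 10 weeks between 0.37 and 37.5. Correlations between replicates of log2 values across genes were 0.966 to 0.969 in ND, 0.965 to 0.969 at 7 weeks and 0.956 to 0.961 at 10 weeks.

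**Figure D1:**
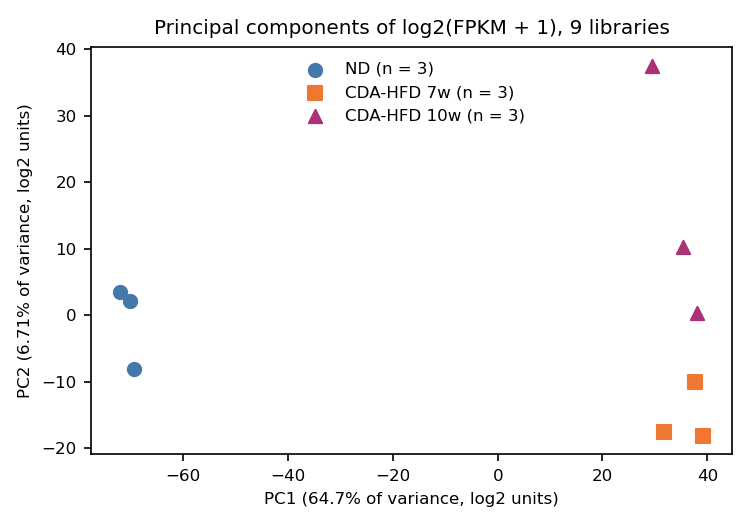
Position of each library (1 point per library, n = 3 per group) on the first and second principal components of log2(FPKM + 1), in log2 units. ND libraries lie between −72.0 and −69.4 on the first component (64.7% of variance), and all CDA-HFD libraries lie between 29.5 and 39.2.

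Egr2 was higher in every CDA-HFD library than in every ND library. Its level was 1.60, 2.28 and 11.4 FPKM in the ND libraries (5.11 ± 5.50, SD, n = 3), 62.1 ± 11.1 FPKM at 7 weeks and 59.3 ± 4.97 FPKM at 10 weeks. The gene lies on chromosome 10 at 67535475 to 67542188 on the plus strand (ENSMUSG00000037868.15, GRCm38) and is protein coding. Egr2 rose 12.95-fold with CDA-HFD (log2 fold change 3.70, SE 0.47, adjusted p = 0.000431 by limma). The log2 fold change was 3.72 at 7 weeks (SE 0.54, adjusted p = 0.00106) and 3.67 at 10 weeks (SE 0.54, adjusted p = 0.00126). A two-sided exact permutation test of 6 CDA-HFD against 3 ND libraries gave p = 0.0119, the smallest that its 84 splits allow. The study took Egr2 from the transcription factors that rose in these same libraries, so these p-values are not independent evidence of its rise. The fold rests partly on ND 3, the highest library of its group, without which the log2 fold change was 4.39, and it was 2.82 with a pseudocount of 5. Of the immediate early and dissociation genes, 16 of 20 rose in the same libraries, as did 9 of 11 monocyte markers.

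Egr2 did not differ detectably between the time points, while the study reports from qPCR over a longer course that Egr2 in liver macrophages rose progressively. The log2 difference between 10 and 7 weeks was −0.05 (95% interval −1.32 to 1.21, adjusted p = 0.978). Among its relatives, Egr3 rose from 0.0787 FPKM in ND to 0.942 at 7 weeks and 1.34 at 10 weeks (log2 fold change 0.95, SE 0.31, adjusted p = 0.0228). That call was lost without ND 2 (adjusted p = 0.0838) or ND 3 (adjusted p = 0.0819). Egr1, an immediate early gene, did not pass the test (mean 36.2 FPKM in ND, 58.4 and 63.7 in CDA-HFD, adjusted p = 0.189). The corepressors of Egr factors did not pass either, with adjusted p = 0.0675 for Nab1 and 0.178 for Nab2. Nab1 passed with quantile normalization (adjusted p = 0.0269), without trend and robust (0.0435) and without 10w 1 (0.0253). Of 5 tested members of the Egr family and Nab list, 2 rose and none fell, and the same was found adjusted over the list alone. The list was not called (median log2 fold change 0.92, adjusted p = 0.069), but it was without ND 3 (0.0225) or 7w 2 (0.0485). At 10 weeks against ND it was called (adjusted p = 0.0442, and adjusted p = 0.304 with an estimated correlation), though neither with quantile normalization (0.0538) nor without ND 1 (0.0604) or ND 2 (0.075).

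**Figure D2:**
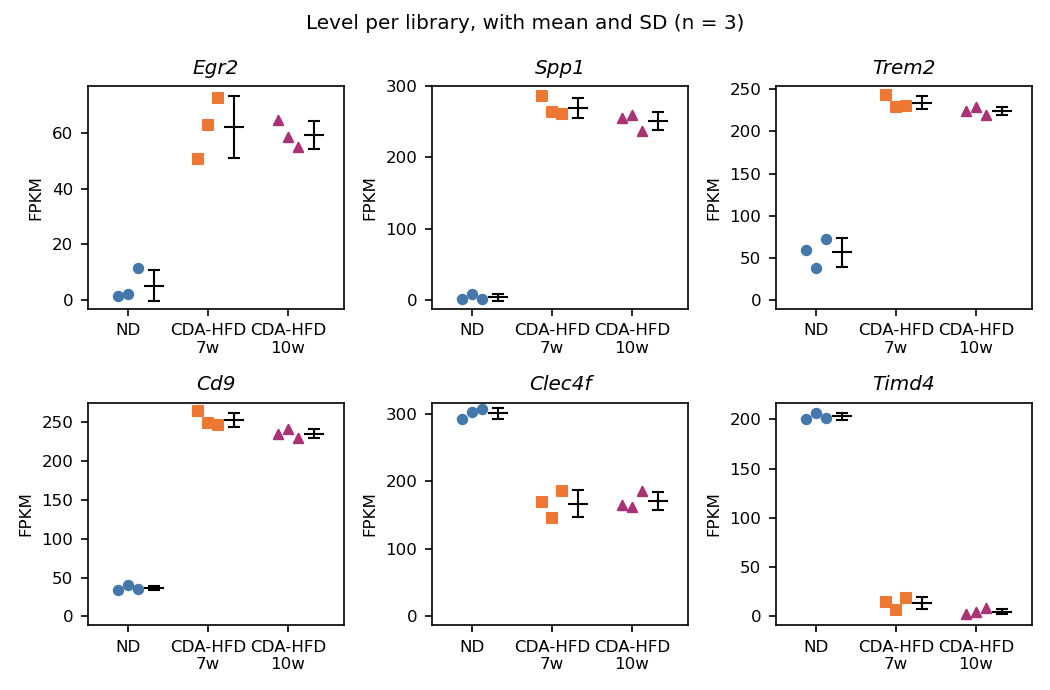
FPKM of Egr2, Spp1, Trem2, Cd9, Clec4f and Timd4 in each library (points) with the group mean and SD (n = 3 per group), in panels with linear axes. Egr2 averages 5.11 FPKM in ND and 62.1 and 59.3 FPKM after 7 and 10 weeks of CDA-HFD, while Timd4 averages 203, 13.2 and 4.98 FPKM.

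The known macrophage markers that the study named for their change in these libraries moved in both directions, and their choice is not independent evidence. Spp1, which encodes osteopontin, rose from 3.60 ± 4.38 FPKM in ND to 270 ± 14.0 at 7 weeks and 251 ± 12.0 at 10 weeks (log2 fold change 6.24, SE 0.52, adjusted p = 0.000115, 6.98 without ND 2, and 7.01 with a correction for the upper limit of abundant genes). Trem2, a lipid-sensing receptor, rose from 56.5 ± 17.5 to 234 ± 8.08 and 224 ± 4.31 FPKM (log2 fold change 2.05, SE 0.19, adjusted p = 0.000126). The tetraspanin Cd9 rose from 36.6 ± 2.92 to 253 ± 9.47 and 235 ± 5.83 FPKM (2.71, SE 0.05, adjusted p = 1.58e-12, and 3.30 with the correction). Timd4, the phosphatidylserine receptor of resident Kupffer cells, fell from 203 ± 3.47 to 13.2 ± 6.09 and 4.98 ± 2.96 FPKM (−4.58, SE 0.36, adjusted p = 1.2e-05). Clec4f, a lectin of Kupffer cells, fell less, from 300.5 ± 7.81 to 167 ± 20.03 and 171 ± 13.1 FPKM (−0.83, SE 0.07, adjusted p = 7.08e-06). In ND, Clec4f stood at 0.801 reads per start position, close to the limit of 1 that removal of duplicates would set. Its fall at 7 weeks, −0.85, was −1.46 with the correction. In GRCm38 Spp1 lies on chromosome 5 at 104435118 to 104441050, Trem2 on chromosome 17 at 48346401 to 48354147, Cd9 on chromosome 6 at 125460266 to 125494791, Timd4 on chromosome 11 at 46810800 to 46844332 and Clec4f on chromosome 6 at 83644542 to 83656187. None of the 5 passed the test between 10 and 7 weeks, with adjusted p = 0.961 for Spp1, 0.93 for Trem2, 0.394 for Cd9, 0.86 for Clec4f and 0.206 for Timd4.

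Beyond these markers and short RNA models, the largest rises with CDA-HFD were in the metalloprotease Adam8, from 0.460 FPKM in ND to 102 and 92.6 FPKM at 7 and 10 weeks (log2 fold change 6.20, SE 0.24), and the cytokine oncostatin M (Osm), from 1.27 to 135 and 115 FPKM (6.08, SE 0.42, and 6.71 without ND 1). The potassium channel Kcnn4 (5.91, SE 0.17), the glycoprotein Gpnmb (5.86, SE 0.34) and the calcium-binding S100a4 (5.69, SE 0.52, and 4.93 without ND 3) also rose. Emp1, a membrane protein, was listed at 0 in all ND libraries and reached 57.1 and 53.0 FPKM. The largest falls were in the noncoding Abhd11os, from 61.7 to 0.986 and 0.373 FPKM (−5.42, SE 0.40), complement C2, from 107 to 4.42 and 0.892 FPKM (−5.38, SE 0.55), the prostacyclin synthase Ptgis, from 95.3 to 1.82 and 1.34 FPKM (−5.30, SE 0.29), and the hemoglobin scavenger receptor Cd163, from 175 ± 8.21 to 7.15 ± 4.28 and 2.94 ± 2.62 FPKM (−5.12, SE 0.41). Sdc2, a heparan sulfate proteoglycan (−4.89, SE 0.29), the imprinted Snrpn (−4.79, SE 0.24), the chemokine Cxcl13 (−4.75, SE 0.62) and the potassium channel Kcnj16 (−4.62, SE 0.32) fell as well. Snrpn averaged 31.3 FPKM in ND and was listed at 0 in 7w 1 and in all 10w libraries.

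In all, 5539 of 11783 tested genes changed with CDA-HFD, 2681 up and 2858 down, and 1941 of them by at least 2-fold (852 up, 1089 down). Values of the 6 CDA-HFD and 3 ND libraries did not overlap for 40.6% of tested genes, where chance gives 2.38%. Other pseudocounts moved the fold change of many genes that were low in 1 group by over 1.5 times without ending their calls.

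Genes of lipid- and scar-associated macrophages rose together. Of 22 tested members, 21 rose and none fell, and the count adjusted over the list alone was also 21. The lysosomal tetraspanin Cd63 rose from 22.4 ± 0.837 FPKM in ND to 251 ± 5.95 and 224 ± 4.67 at 7 and 10 weeks (log2 fold change 3.35, SE 0.04, and 3.96 with the correction for the upper limit), the fatty acid binding protein Fabp5 from 7.08 ± 0.165 to 141 ± 10.6 and 117 ± 2.42 FPKM (3.998, SE 0.07), and the integrin Itgax (CD11c) from 5.93 ± 0.419 to 89.8 ± 1.09 and 102 ± 3.35 FPKM (3.81, SE 0.08). The list was called by camera (adjusted p = 4.72e-19, and adjusted p = 0.0584 with an estimated correlation), and it holds Spp1, Trem2 and Cd9. In the same libraries monocyte markers rose and hepatocyte markers fell. Of the SAM signature, published elsewhere and used by the study, 32 of 45 tested members rose and 5 fell, 34 and 5 adjusted over the list alone (camera adjusted p = 2.02e-10, and adjusted p = 0.232 with an estimated correlation). Lgals1, which encodes galectin-1, rose from 18.0 to 203 and 186 FPKM (3.36, SE 0.05), and Cd93 from 1.63 to 63.5 and 56.0 FPKM (4.53, SE 0.12). The lysosomal proteases Ctsl (−0.26) and Ctsb (−0.16) fell, as did Lgmn, C1qb and Apoe by at most 0.10, and those of C1qb (adjusted p = 0.109) and Apoe (adjusted p = 0.213) were not called with trimmed-mean scaling. C1qb was also not called without ND 2 (0.0578) or ND 3 (0.0861). Apoe lost its call without ND 2 (0.145), ND 3 (0.181), 7w 2 (0.0705), 7w 3 (0.0504), 10w 1 (0.0678) or 10w 3 (0.0679). Lgmn lost its call without trend and robust (0.155).

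Genes of resident Kupffer cells fell together, but by unequal amounts. All 20 tested members of the Kupffer identity list fell, also adjusted over the list alone (median log2 fold change −1.16, −1.80 with the correction for the upper limit, camera adjusted p = 4.61e-13, and adjusted p = 0.236 with an estimated correlation). Beside Timd4 and Cd163, the potassium channel Kcna2 fell from 19.0 ± 1.96 FPKM to 0.650 and 0.9504 FPKM. Siglec1, the sialoadhesin, fell from 112 ± 4.26 to 40.9 and 45.2 FPKM, with a log2 fold change of −1.37 (SE 0.09). In the deposited values the langerin gene Cd207 (−1.10, SE 0.08) and the prostaglandin-degrading Hpgd (−0.66, SE 0.05) fell less. Both stood nearer the upper limit in ND, and with the correction Cd207 (−1.52) and Siglec1 (−1.53) fell alike, and Hpgd stood at −0.9988. Of the KC signature, published elsewhere and used by the study, 101 of 118 tested members fell and 3 rose, 103 and 3 adjusted over the list alone (median −0.44, camera adjusted p = 1.89e-23, and adjusted p = 0.206 with an estimated correlation). Complement C4b fell from 129 to 6.19 and 7.49 FPKM (−4.09, SE 0.20), and the nucleoside transporter Slc29a1 from 238 to 131 and 125 FPKM. The 3 members that rose were Rgs1, a regulator of G protein signalling (0.88, SE 0.08, and 1.47 with the correction), the lipoprotein lipase Lpl (0.41, SE 0.05) and the peroxiredoxin Prdx1 (0.23, SE 0.03). Hepatocyte markers fell in the same libraries (16 of 17 tested), and monocyte markers rose.

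Monocyte genes were among the largest rises, although the sort took Ly6C-low cells. Of 11 tested monocyte markers 9 rose and 1 fell, also adjusted over the list alone (median log2 fold change 3.37, camera adjusted p = 4.87e-06, and adjusted p = 0.0584 with an estimated correlation). The chemokine receptor Ccr2 rose from 12.6 FPKM in ND to 141 and 149 FPKM (3.44, SE 0.10), Thbs1 (thrombospondin-1) from 1.62 to 82.4 and 73.5 FPKM (4.91, SE 0.12) and the fractalkine receptor Cx3cr1 from 11.2 to 114 and 126 FPKM. Chil3 (5.68, SE 0.22) and the coagulation factor F13a1 (5.54, SE 0.22) rose as well. Ly6c2, which encodes the Ly6C antigen, stood at 0.975 FPKM in ND and at 50.04 and 54.2 FPKM in CDA-HFD. Plac8 fell, from 220 to 155 and 201 FPKM (−0.32, SE 0.07). In the same libraries 16 of 17 hepatocyte markers fell and 16 of 20 immediate early and dissociation genes rose.

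Profibrotic and matrix factors and inflammatory cytokines and chemokines changed with the diet in both directions. In the same libraries 16 of 20 immediate early and dissociation genes and 9 of 11 monocyte markers rose, and 16 of 17 hepatocyte markers fell. Of 25 profibrotic and matrix factors 16 rose and 5 fell, 17 and 5 adjusted over the list alone (camera adjusted p = 5.42e-06, and adjusted p = 0.112 with an estimated correlation). The membrane protease Mmp14 rose from 21.96 FPKM to 134 and 135 FPKM and syndecan-1 (Sdc1) from 0.933 to 55.8 and 40.04 FPKM, and Vegfa, listed at 0 in all ND libraries, reached 51.3 and 32.7 FPKM. The growth factor Pdgfc fell from 30.7 to 7.05 and 6.01 FPKM (−2.12, SE 0.25), the gelatinase Mmp9 from 44.4 to 4.39 and 13.1 FPKM (−2.61, SE 0.55), and Igf1 by less (−0.25, SE 0.06). Timp2 and Hbegf also fell, by 1.52 and 1.02 on the log2 scale. Timp2 was not called without ND 1 (adjusted p = 0.055) or ND 3 (0.0615), nor Hbegf without ND 1 (0.0969), ND 2 (0.0606) or 10w 1 (0.0526). Of 25 inflammatory cytokines and chemokines 13 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.00654, and adjusted p = 0.324 with an estimated correlation). The neutrophil-attracting Cxcl2 rose from 12.8 to 221 and 184 FPKM (3.94, SE 0.20), cyclooxygenase-2 (Ptgs2) from 0.0144 to 41.3 and 21.3 FPKM, and the interleukin-1 receptor antagonist Il1rn from 54.0 to 143 and 133 FPKM. Cxcl13, Ccl24 (−1.07, SE 0.06) and Il18 (−0.39, SE 0.09) fell. The fourth was Ccl6 (−0.08), which was not called with trimmed-mean scaling (adjusted p = 0.283) or the correction for the upper limit (0.0975) nor without ND 1 (0.0794), ND 2 (0.206), 7w 2 (0.0541), 7w 3 (0.0717), 10w 1 (0.0797) or 10w 2 (0.0562).

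Lists of cholesterol biosynthesis, lipid uptake and storage, glycolysis and oxidative phosphorylation were called up, in the same libraries in which monocyte markers rose (9 of 11) and hepatocyte markers fell (16 of 17). Of 22 genes of cholesterol biosynthesis 16 rose and none fell, 17 and none adjusted over the list alone (camera adjusted p = 8.51e-07, and adjusted p = 0.194 with an estimated correlation). Squalene epoxidase (Sqle) rose from 4.06 FPKM to 32.4 and 33.4 FPKM (2.78, SE 0.18), Fdft1 from 4.05 to 19.95 and 20.2 FPKM (2.07, SE 0.17), and Fdps (0.89, SE 0.06) and Msmo1 (0.84, SE 0.06) by less. Of 21 genes of lipid uptake and storage 13 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.00612, and adjusted p = 0.211 with an estimated correlation). The scavenger receptor Cd36 rose from 90.3 to 171 and 143 FPKM, Fabp4 from 26.3 to 145 and 131 FPKM and the lipid droplet protein Plin2 from 154 to 234 and 217 FPKM. The HDL receptor Scarb1 (−0.56), Msr1 (−0.36), the acyl-CoA synthetase Acsl5 (−0.34) and the triglyceride lipase Pnpla2 (−0.40) fell. Of 20 glycolysis genes 15 rose and 2 fell, 16 and 2 adjusted over the list alone (camera adjusted p = 0.000319, and adjusted p = 0.324 with an estimated correlation). The lactate transporter Slc16a3 (1.39, SE 0.16), the mitophagy receptor Bnip3 (1.18, SE 0.11) and the glucose transporter Slc2a1 (0.75, SE 0.09) rose, and the hexokinases Hk3 (−0.76, SE 0.07) and Hk1 (−0.61, SE 0.10) fell. Of 25 genes of oxidative phosphorylation 11 rose and 1 fell, also adjusted over the list alone (median 0.09, camera adjusted p = 0.0183, and adjusted p = 0.388 with an estimated correlation), with Cox5b at 0.21, Uqcrfs1 at 0.20 and Cox5a at −0.21. With quantile normalization that call was lost (adjusted p = 0.106). At 7 weeks against ND 13 of 25 rose and this list was called (camera adjusted p = 0.00179, and adjusted p = 0.306 with an estimated correlation). At 10 weeks against ND 2 of 25 rose, 7 with the correction for the upper limit, and the list was not called (adjusted p = 0.262). None of its members was called between 10 and 7 weeks.

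The antioxidant and immediate early lists were called up and the list of iron handling down, in the same libraries as the changes of monocyte and hepatocyte markers. Of 18 antioxidant genes 9 rose and 3 fell, 10 and 3 adjusted over the list alone (camera adjusted p = 0.00508, and adjusted p = 0.34 with an estimated correlation). The cystine transporter Slc7a11 rose from 0.0589 FPKM to 18.8 and 10.8 FPKM and the quinone reductase Nqo1 from 0.181 to 14.1 and 19.7 FPKM, while the glutathione transferase Gsta4 fell from 15.0 to 1.33 and 1.59 FPKM and heme oxygenase-1 (Hmox1) by 0.21 on the log2 scale. The third was Gpx1 (−0.07), which was not called with trimmed-mean scaling (adjusted p = 0.371) nor without ND 2 (0.166), ND 3 (0.198), 7w 2 (0.0918), 7w 3 (0.0879), 10w 1 (0.0899), 10w 2 (0.0529) or 10w 3 (0.0717). Of 20 immediate early and dissociation genes 16 rose and none fell, also adjusted over the list alone (median 0.96, camera adjusted p = 1.81e-08, and adjusted p = 0.206 with an estimated correlation). Fosb rose from 2.09 to 51.6 and 45.2 FPKM (3.98, SE 0.18) and the cytokine signalling suppressor Socs3 from 10.4 to 91.7 and 82.0 FPKM (2.95, SE 0.09). The heat shock gene Hspa1a (1.93, SE 0.14) and Ier5 (1.08, SE 0.07) rose too. Of 19 genes of iron and heme handling 12 fell and 2 rose, also adjusted over the list alone (camera adjusted p = 0.00459, and adjusted p = 0.279 with an estimated correlation). The iron exporter ferroportin (Slc40a1) fell from 296 to 195 and 180 FPKM (−0.66, SE 0.06), Lrp1 by 0.44 and transferrin (Trf) by 0.29 on the log2 scale. The pair that rose was Fth1 (0.07) and Slc11a2 (0.23). Fth1 was not called without ND 1 (adjusted p = 0.156), 7w 1 (0.0516) or 10w 2 (0.0554). Slc11a2 was not called without ND 1 (0.063), ND 2 (0.0684), ND 3 (0.11), 7w 1 (0.0631), 7w 2 (0.0686), 10w 2 (0.0612) or 10w 3 (0.0534).

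**Figure D3:**
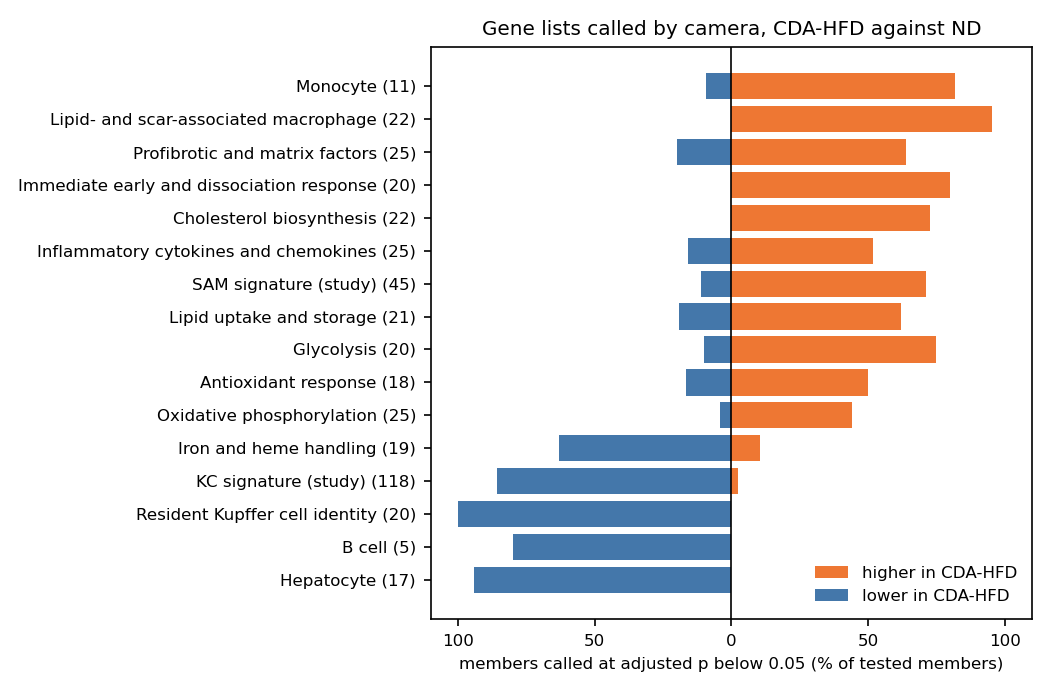
Share of tested members (percent, horizontal axis) that rose or fell with CDA-HFD (7 and 10 weeks averaged) against ND, for the 16 gene lists called by camera with the preset correlation, with the number of tested members in brackets. In the list of lipid- and scar-associated macrophages 95.5% of members rose, and in the Kupffer identity list 100% fell.

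Of 66 macrophage transcription factors 28 rose and 21 fell, also adjusted over the list alone, and the list as a whole was not called (median 0.03, camera adjusted p = 0.133). The largest rise was in Nfil3, a basic leucine zipper repressor, from 2.02 FPKM in ND to 122 and 90.5 FPKM (log2 fold change 5.18, SE 0.24). It was followed by Runx3 (3.63, SE 0.21), the nuclear receptor Nr4a2 (3.10, SE 0.26), Runx2 (2.59, SE 0.22), Mef2c (2.55, SE 0.20), Prdm1 (2.47, SE 0.34), the stress factor Atf3 (54.6 to 241 and 229 FPKM, 2.097, SE 0.09) and Bhlhe41 (2.09, SE 0.24). Runx2 was listed at 0 in all ND libraries and reached 4.61 and 5.52 FPKM. The retinoid X receptor Rxra fell from 77.8 to 27.3 and 22.8 FPKM (−1.63, SE 0.16), followed by Tcf7l2 (−0.998, SE 0.09), Tfec (−0.83, SE 0.09), Smad7 (−0.76), the glucocorticoid receptor Nr3c1 (−0.55, SE 0.11), Rela (−0.55, SE 0.09), Klf3 (−0.52, SE 0.09) and Irf7 (−0.48, SE 0.07). Smad7 was not called without ND 1 (adjusted p = 0.0533), ND 2 (0.0508) or ND 3 (0.0728).

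Markers of other liver cells moved with the diet. Of 17 tested hepatocyte markers 16 fell and none rose, also adjusted over the list alone (median −1.80, camera adjusted p = 9.88e-07, and adjusted p = 0.263 with an estimated correlation). The fibrinogen gene Fgb fell from 39.1 ± 17.5 FPKM to 4.14 and 2.35 FPKM, Serpina3k from 96.3 ± 32.0 to 6.79 and 9.81 FPKM and albumin (Alb) from 74.6 to 20.2 and 23.4 FPKM. Of 5 B cell markers 4 fell, also adjusted over the list alone (camera adjusted p = 0.0377, and adjusted p = 0.238 with an estimated correlation), among them Cd79a from 11.2 to 0.369 and 3.14 FPKM and Ms4a1 from 6.61 to 0.256 and 1.67 FPKM. The B cell call was lost without ND 2 (adjusted p = 0.0562) and with a pseudocount of 0.1 (0.0795), and at 10 weeks alone against ND the list was not called (0.0915). Of 4 erythroid markers 3 fell, also adjusted over the list alone, with Hba-a1 falling from 29.2 to 2.72 and 0.904 FPKM, and too few were tested for a list test. Endothelial markers split, with 6 of 14 up and 3 down, also adjusted over the list alone, and no list call (median 0.60, adjusted p = 0.298). The inhibitory Fc receptor Fcgr2b rose from 27.0 to 204 and 195 FPKM, while Pecam1 (−2.30, SE 0.23), Stab2 (−2.77, SE 0.33) and Dnase1l3 (−1.82, SE 0.23) fell.

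Markers of stellate cells and fibroblasts, neutrophils, T cells, NK and cytotoxic lymphocytes and conventional dendritic cells were not called as lists. Of 8 stellate and fibroblast markers 5 rose and 2 fell, also adjusted over the list alone (median 1.23, camera adjusted p = 0.278), with decorin (Dcn) up from 2.19 to 12.8 and 10.8 FPKM. Of 6 neutrophil markers 3 rose and 1 fell, 4 and 1 adjusted over the list alone (median 1.09, adjusted p = 0.162), with Mmp8 up (3.33, SE 0.24) and S100a9 down from 26.8 ± 21.3 to 0.365 and 2.39 FPKM (−3.51, and −2.92 without ND 1). Of 7 T cell markers 1 fell, also adjusted over the list alone (median −0.53, adjusted p = 0.361), which was Cd4 (9.90 to 2.098 and 1.575 FPKM). Of 7 NK and cytotoxic markers 2 rose, also adjusted over the list alone (median 0.50, adjusted p = 0.313), Klrb1c (1.10, SE 0.23) and the chemokine Ccl5 (1.47, SE 0.31). Of 9 conventional dendritic cell markers 3 rose and 2 fell, also adjusted over the list alone (median 0.28, adjusted p = 0.541), with the chemokine Ccl22 (2.34, SE 0.39) and the homing receptor Ccr7 (1.33, SE 0.20) up and Batf3 (−0.70, SE 0.07) and Clec9a (−1.34, SE 0.28) down. Fewer than 5 members were tested for cholangiocytes (2 of 4 rose), plasmacytoid dendritic cells (2 of 4 rose and 1 fell), both also adjusted over the list alone, and platelets and megakaryocytes (1 of 2 rose, 2 adjusted over the list alone). The platelet factor Pf4 rose from 102 to 241 and 211 FPKM.

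The remaining lists had no call for the diet. Of 15 alternative activation genes 7 rose and 5 fell (median 0.68, adjusted p = 0.365), with the mannose receptor Mrc1 down from 152 to 53.6 and 42.4 FPKM and the beta-glucan receptor Clec7a up from 139 to 236 and 210 FPKM. Of 36 lysosome genes 14 rose and 12 fell, with a median of −0.03, a mean of 0.28 and a camera direction down (adjusted p = 0.896), and trimmed-mean scaling brought the median to 0.00. The proton pump subunit Atp6v0d2 rose from 0.310 to 47.7 and 21.5 FPKM and cathepsin K (Ctsk) from 0.218 to 40.8 and 31.8 FPKM. Of 17 LXR targets 2 rose and 9 fell (median −0.12, adjusted p = 0.11), with Apoc2 up from 83.0 to 208 and 211 FPKM and the desaturase Scd1 down from 46.99 to 4.82 and 6.39 FPKM. Of 20 fatty acid oxidation genes 10 rose and 2 fell (median 0.14, adjusted p = 0.069, 0.0272 without ND 2, and 0.047 with the correction for the upper limit), with Angptl4 up from 9.77 to 65.5 and 72.6 FPKM and the carnitine palmitoyltransferases Cpt2 (−0.70) and Cpt1a (−0.29) down. Each of these 4 counts was the same adjusted over the list alone.

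Immune, cell cycle, stress and reference lists had no call for the diet either. Of 16 complement genes 5 rose and 9 fell (median −0.18, adjusted p = 0.162), with C3 (1.10, SE 0.21) and Itgam (1.58, SE 0.16) up and properdin (Cfp) down by 0.55 on the log2 scale. Of 15 efferocytosis genes 5 rose and 7 fell, 5 and 8 adjusted over the list alone (median −0.38, adjusted p = 0.186), with the bridging protein Mfge8 up from 1.54 to 26.5 and 23.6 FPKM and protein S (Pros1) down (−1.02, SE 0.07). Of 14 genes of antigen presentation by MHC class II 1 rose and 4 fell (median −0.04, adjusted p = 0.361), and with the correction for the upper limit 4 rose and 4 fell. The costimulatory Cd86 fell (−0.44, SE 0.04). Of 22 genes of the type I interferon response 2 rose and 7 fell (median −0.08, adjusted p = 0.412), among them Ifit3 (−0.62, SE 0.10) and Oas2 (−0.86, SE 0.15). Of 29 cell cycle genes 7 rose and 2 fell, 6 and 1 adjusted over the list alone (median 0.18, adjusted p = 0.3), with the replication clamp Pcna up (0.44, SE 0.06). Of 19 genes of the unfolded protein and amino acid stress response 6 rose and 1 fell, 5 and 1 adjusted over the list alone (median 0.04, adjusted p = 0.193), with Atf4 up from 53.7 to 105 and 102 FPKM and Sesn2 down from 90.0 to 30.7 and 25.9 FPKM. Of 15 reference genes that every cell uses 7 rose and 1 fell (median 0.10, adjusted p = 0.0881, but called up with the correction for the upper limit, 0.0333), with Rpl13a (0.25, SE 0.04) and Pgk1 (0.40, SE 0.06) up. The counts adjusted over the list alone were otherwise the same.

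Short RNA models left aside, the largest rises against ND at 7 weeks were again in Spp1 (log2 fold change 6.29, SE 0.60, 7.03 without ND 2, and 7.06 with the correction for the upper limit), Adam8 (6.27) and Osm (6.20, and 6.83 without ND 1), and the largest fall was in Art2b, an ADP-ribosyltransferase (−5.32). At 10 weeks, with the same exception, Spp1 (6.19, 6.93 without ND 2, and 6.96 with the correction) and Adam8 (6.13) led the rises and C2 (−5.96) and Cd163 (−5.69) the falls. At 7 weeks 5150 genes changed (2508 up, 2642 down), 1953 of them by at least 2-fold, and at 10 weeks 4706 (2279 up, 2427 down), 1887 of them by at least 2-fold. Values did not overlap with ND for 54.8% and 50.7% of tested genes, where chance gives 10%. Both times shared 1907 genes up and 1943 down, and 1 gene went in opposite directions. Independent lists of these sizes would share 485.1 and 544.2 genes. Simulated unchanged groups, set against simulated ND libraries that they shared, had 0.05 genes in common on average and 1 at most. The fold changes correlated across genes (r = 0.938, simulated 0.510), and their covariance was 0.918 against a simulated 0.0388, a difference of 0.879. Genes are not independent replicates. The 3 ND libraries cannot be split into parts of 2, so part of the excess over independent lists may come from the shared controls. The simulated groups share controls drawn anew around the ND means, without the deviations of the real ND libraries, and hold no effects.

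Camera called 18 lists at 7 weeks (13 up, 5 down) and 15 at 10 weeks (11 up, 4 down), and 0 in each with an estimated correlation. The stress response list (adjusted p = 0.0191, and adjusted p = 0.518 with an estimated correlation) and the reference genes (adjusted p = 0.0225, and adjusted p = 0.324 with an estimated correlation) were up at 7 weeks, but not with quantile normalization (0.146 and 0.125). The stress response list also lost its call without ND 1 (0.0628), 7w 1 (0.0523) or 7w 2 (0.0551).

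Between 10 and 7 weeks few genes were called. S1pr5, a sphingosine-1-phosphate receptor, rose from 0.837 FPKM at 7 weeks to 11.2 FPKM at 10 weeks, against 0.613 FPKM in ND (log2 fold change 2.81, SE 0.37, adjusted p = 0.0175). Lymphotoxin beta (Ltb) rose from 2.78 to 12.3 FPKM, against 9.24 in ND (1.78, SE 0.24, adjusted p = 0.0175). Angiotensin-converting enzyme (Ace) rose from 10.2 to 29.6 FPKM, against 1.53 in ND (1.495, SE 0.24, adjusted p = 0.0419). The stress gene Sesn1 rose from 59.1 to 84.3 FPKM, against 81.1 in ND (0.50, SE 0.07, adjusted p = 0.0175), and Themis2 from 78.9 to 105 FPKM, against 157 in ND (0.41, SE 0.05, adjusted p = 0.013). The chaperone Hsp90b1 fell from 206 to 170 FPKM, with 199 in ND (−0.27, adjusted p = 0.0419). Of these genes Themis2 kept its call whichever library was left out. Sesn1 lost it without 7w 2 (adjusted p = 0.0876), 7w 3 (0.0519) or 10w 2 (0.0989), and S1pr5 without 7w 2 (0.0876), 7w 3 (0.0519), 10w 2 (0.0918) or 10w 3 (0.0666). Ltb lost it without 7w 1 (0.0849), 7w 2 (0.0876), 10w 2 (0.0882) or 10w 3 (0.0688). Ace kept it only without ND 2, ND 3 or 7w 1 (0.0602 to 0.136 without others), and Hsp90b1 only without ND 2 or 7w 3 (0.0535 to 0.186 without others). Hsp90b1 also lost it with the correction for the upper limit (0.0533). In all, 15 of 11783 genes were called, 12 up and 3 down, and 6 of them differed by at least 2-fold. With quantile normalization 11 were called, 11 up and 0 down, and with the correction for the upper limit 10, 10 up and 0 down. Values did not overlap for 20.6% of tested genes, where chance gives 10%. The count was 4 without ND 1, 13 without ND 2, 15 without ND 3, 5 without 7w 1, 2 without 7w 2 and 7 without 7w 3. It was 18 without 10w 1 (9 up, 9 down), 2 without 10w 2 and 4 without 10w 3. None of the 15 was called without trend and robust, where the count was 2. At an unadjusted limma p below 0.05, 1829 of 11783 genes differed, where chance alone gives a share of 0.05. Small differences in more genes than those called are therefore possible.

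Small shifts of medians ran through several lists between 10 and 7 weeks. Camera called 14 lists, 12 down and 2 up, and none with an estimated correlation. Genes of lipid- and scar-associated macrophages had a median log2 difference of −0.14 (adjusted p = 5.48e-06, and adjusted p = 0.206 with an estimated correlation), with 0 of 22 members called over all genes and 8 down adjusted over the list alone. The reference genes had one of −0.09 (adjusted p = 0.00186, and adjusted p = 0.236 with an estimated correlation), with none called and 4 down adjusted over the list alone. The type I interferon response had one of 0.29 (adjusted p = 6.25e-07, and adjusted p = 0.324 with an estimated correlation), with 0 of 22 called over all genes and 8 up adjusted over the list alone. Among its members Usp18 had a log2 difference of 0.55 (adjusted p = 0.0797), Ifit3 of 0.56 (0.0906) and Oas2 of 0.66 (0.119). B cell markers had one of 1.03 (adjusted p = 0.0164, and adjusted p = 0.232 with an estimated correlation), with none called and 3 up adjusted over the list alone, and no call without 10w 3 (0.0947). With quantile normalization the calls of the SAM signature (0.172), lysosome (0.0828), glycolysis (0.202), oxidative phosphorylation (0.172), iron handling (0.125) and reference genes (0.156) were lost, and antigen presentation by MHC class II was called up (0.00263), its median going from −0.02 to 0.05. With the correction for the upper limit glycolysis was not called (0.0661) and antigen presentation by MHC class II was called up (0.0226). Inflammatory genes lost their call without 7w 3 (0.0576), and glycolysis lost it when any 1 library other than 7w 3 or 10w 2 was left out (0.0512 to 0.35). Kupffer identity genes were not called (median −0.04, adjusted p = 0.0575), but were down with the replicate block (0.0197), with a pseudocount of 5 (0.0492) and without 7w 1 (0.043), 7w 2 (0.000114) or 10w 3 (2.57e-06). Conventional dendritic cell markers, not called either (0.0666), were up with the block (0.0375), with a pseudocount of 5 (0.0422) and without 7w 1 (0.048) or 10w 2 (0.0105). Leaving out 1 library also gave calls up for NK and cytotoxic markers (0.0353 without 7w 3, 0.0267 without 10w 1). It gave calls down for LXR targets (0.0437 without 7w 2), complement (0.0474 without 10w 2) and endothelial markers (0.0133 without 10w 3).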

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

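The tests on the ceiling of abundant genes, both tests on the Kupffer identity genes and the T cell test as reported were chosen only after the result was seen.

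The difference between 10 and 7 weeks is the test of whether the effects against ND differ, and 15 genes passed it in limma. On the log2 scale S1pr5 differed by 2.81, Ltb by 1.78, Art2b by 1.65, H2-Ob by 1.53, Ace by 1.495, I830077J02Rik by 1.23, Dennd1c by 0.66, Sesn1 by 0.50, Sh3bp2 by 0.50, Tifab by 0.49, Farsa by 0.47, Themis2 by 0.41, Hsp90b1 by −0.27, Mgst1 by −0.30 and Dynlt3 by −0.49. Art2b and H2-Ob stood at 77.4 and 9.89 FPKM in ND, 0.979 and 2.01 at 7 weeks and 5.25 and 7.87 at 10 weeks. Only Themis2 kept its call whichever library was left out. The other genes lost it without several libraries, with adjusted p up to 0.187 (0.0539 to 0.0876 for Art2b and 0.0522 to 0.175 for H2-Ob), and none of the 15 was called without trend and robust.

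Of 35 lists camera called 14 between 10 and 7 weeks, with adjusted p between 0.187 and 0.526 with an estimated correlation. Their median log2 differences were −0.14 for lipid- and scar-associated macrophage genes, −0.11 for the SAM signature, −0.10 for the KC signature, −0.10 for inflammatory genes, −0.0918 for lysosome, −0.11 for lipid uptake and storage, −0.10 for glycolysis, −0.0940 for oxidative phosphorylation, −0.12 for iron handling, −0.14 for the unfolded protein and amino acid stress response, −0.13 for the antioxidant response and −0.0941 for reference genes. They were 0.29 for the type I interferon response and 1.03 for B cell markers. By estimate the 10w libraries had the most reads, though 10w 2 hardly more than ND 1. They had the lowest limit for abundant genes (323 to 340 FPKM, against 340 to 367 in the others). The median of the 100 most abundant genes was 263 to 267 FPKM at 10 weeks and 280 to 291 at 7 weeks. Small falls of lists that hold abundant genes therefore cannot be told apart from an effect of the lower limit. Quantile normalization left 6 lists called down, and the correction for the limit left 11.

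Abundant genes piled up below a common level. The median of the 100 most abundant genes lay between 263 and 291 FPKM in all libraries and went with the value of 1 read across the 9 libraries (r = 0.883, permutation p = 0.00182, rho = 0.917, permutation p = 0.00142, r = 0.816 without the 2 farthest libraries). In 71 single-transcript genes above 200 FPKM, the reads per start position and strand had a median of 0.610 and a highest value of 0.955, and 0% of 639 values exceeded 1 by more than 5%, as removal of duplicates would give. These values scale with the estimated depth, which was sought only in a narrow range. Equal abundance of the top transcripts remains open, since the slope of level on value of 1 read was 0.631 and at least 0.534 whichever library was left out, but 0.446, 0.937 and 0.0498 within ND, 7w and 10w, and depth goes with group.

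Kupffer identity genes fell by unequal amounts, from −0.51 for Cd5l to −5.12 for Cd163. Dilution of resident cells by cells that lack every gene of the list would give each the same corrected fall, apart from the pseudocount, which shortens the falls of low genes and can shift the median. Yet among the 7 members under 0.5 of the ceiling in ND, 3 (Siglec1 at −1.53, Cd163 at −5.555 and Marco at −2.516) lay beyond their 95% interval from the median of −3.28 (2 to 4 whichever library was left out, exact binomial p = 0.00376 against 5%, with members taken as independent). The bound set for that test, over 0.5 of the members, was passed by all 20 members together (17, and 14 to 18 with libraries left out) but not by these 7. Compression by the ceiling may still account for part of the inequality: the corrected interquartile range was 0.855 in these 7 (0.68 to 1.06 with libraries left out), and 1.97 in all 20 (1.85 to 2.05), above the bound of 1 set for the explanation, but that correction assumes uniform start positions and 13 members stood above 0.5 of the ceiling. Loss of expression within resident cells, replacement by cells that express some of these genes, or both, stays open and was not tested here. The study reports by flow cytometry that Tim4-positive resident cells were hardly found by the earlier time point, having given way to Tim4-negative monocyte-derived macrophages. In its single-cell data resident cells were rare in the diseased liver, and a cluster of monocyte-derived macrophages expressed genes such as Clec4f and Il18bp. The share of each fall due to such replacement cannot be read from these libraries.

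Egr2 rose with CDA-HFD, and a stronger response to dissociation in the diseased liver was weighed as a cause. The immediate early genes had a median of 0.96, at most 1.54 with 2 standard errors added. That lay below the bound of 1.85, which is 0.5 of the change in Egr2, so Egr2 rose by more than a typical member of the list. A median does not limit single genes, however. That list itself rose and Fosb rose by more than Egr2, so a response to dissociation stays open as a partial or whole cause. RNA of T cells as the source is argued against by marker sums, since the highest sum of T cell markers other than Cd4 at 7 weeks was 8.67 FPKM, below the lowest of ND at 12.7 FPKM. The bound planned for that test, marker sums under 0.1 of Egr2 in every CDA-HFD library, was not met (7.25% to 39.5%), the 10w sums (6.26 to 22.6 FPKM) overlapped ND, and more Egr2 per T cell was not tested (a gate the study describes for liver innate immune cells removes CD90.2-positive cells, without saying so for these libraries). A rise of Egr2 in the macrophages or a change in which macrophages and monocytes were sorted remains a hypothesis for these libraries, which cannot separate them. By qPCR the study reports more Egr2 in Tim4-negative monocyte-derived macrophages than in Tim4-positive resident cells, at a time when both were present. It also reports that Egr2 rose in monocytes after they entered the liver.

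Whether other splits of the libraries call as many genes was tested for each comparison in a fit of the groups compared over the 11783 tested genes, with 1 variable for the split. The alternative with only the groups compared chose its genes anew from those libraries, so its counts differ. For CDA-HFD against ND chance is unlikely, with 5192 genes in the real split, 1 of 84, and at most 2 in the others. The other splits mix the diets, which by itself lowers their counts. The test does not tell the diet from anything else that differs between the groups. The splits are too few for a share under 0.05 at 7 weeks against ND (1 of 10 splits, 5256 genes, highest other 1), at 10 weeks against ND (4457, highest other 2) and at 10 against 7 weeks (4, highest other 2).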

How the results depend on the processing

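The tests with a correction for the ceiling and those without short RNA models were chosen after the data were seen, and all other alternatives beforehand. No called value of a named gene turned its direction. The difference of Egr2 between 10 and 7 weeks, −0.05 and not called, was 0.07 without 7w 3 and 0.00 without 10w 3. Trimmed-mean scaling turned the balance of calls to 2803 up and 2446 down at 7 weeks, 2461 and 2252 at 10 weeks and 2933 and 2650 for both times. More rose than fell also whichever ND library was left out (2141 and 2051 without ND 1 at 7 weeks, 1908 and 1857 at 10 weeks, 2249 and 2206 for both), with the filter at 5 FPKM at 7 weeks (2330 and 2320) and with quantile normalization at 10 weeks (2361 and 2355). The balance of rises and falls is therefore not a firm result. The counts against ND stayed within 1.5 times their value apart from the 2-fold threshold. That threshold left 1953 genes at 7 weeks, 1887 at 10 weeks, 1941 for both times and 6 between them, and 1536 genes shared by both times. The count between 10 and 7 weeks, 15, was 5 with a pseudocount of 0.1, 2 without trend and robust, 7 with only the groups compared and 2 to 18 with libraries left out. The cause of these moves was not tested, apart from the fewer libraries. With an estimated correlation 0, 0, 0 and 0 lists were called in the 4 contrasts, and 9 with quantile normalization between 10 and 7 weeks (3 up, 6 down). The first principal component held 58.1% with a pseudocount of 0.1, 69.2% with 5 and 76.5% over the 1000 most variable genes. Of 5886 alternatives of 309 named values 5529 kept their side of the threshold, 342 fell below it, 15 passed it and 0 reversed. Pseudocounts of 5 and 0.1 moved 115 and 87 named fold changes by over 1.5 times, since they weigh low values differently. The correction for the ceiling moved 9, among them those of Spp1, Cd9, Cd63 and Rgs1, since it raises values near the limit.

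Replicate numbers did not pair the libraries: same-numbered deviations correlated between −0.0621 and 0.0922, and 4 of 9 libraries correlated best with their own number. With the replicate block 5126, 4589 and 17 genes were called at 7 weeks, 10 weeks and between them, and 5474 for both times (10 of the 17 were among the 15 called without it), and 18, 15, 16 and 16 lists at 7 weeks, 10 weeks, between them and for both times. At 5455464 to 6190887 estimated reads, low genes rest on few reads, and a gene that did not pass is not shown to be unchanged.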

Other observations

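The test of patrolling monocyte genes was chosen after the genes called between 10 and 7 weeks had been seen.

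Several genes that patrolling (Ly6C-low, non-classical) monocytes express were far higher in CDA-HFD. Spn, the sialophorin CD43, rose from 0.924 ± 0.459 FPKM in ND to 11.2 ± 1.48 at 7 weeks and 21.0 ± 2.59 at 10 weeks (log2 fold change 3.11, SE 0.20, adjusted p = 1.4e-07). Pglyrp1, a peptidoglycan recognition protein, stood at 1.38, 5.58 and 33.8 FPKM (2.90, SE 0.40, adjusted p = 0.000107), and the nuclear receptor Nr4a1, which these monocytes need, at 68.8, 146 and 149 FPKM (1.185, SE 0.27, adjusted p = 0.0116). Others fell, among them Cd300e from 157 to 48.3 and 69.4 FPKM (−1.44, SE 0.10, adjusted p = 5.86e-07) and Adgre4 from 174 to 105 and 112 FPKM (−0.68, SE 0.04, adjusted p = 5.85e-08). Of 20 members 9 rose and 5 fell. The list as a whole was not called against other genes by camera, with an unadjusted p of 0.101 and one of 0.243 with an estimated correlation. Of its members 9 are also on other lists, among them Nr4a1 with the immediate early genes and Itgal, Adgre4, Ear2 and Gngt2 with the KC signature.

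A hypothesis is that more patrolling monocytes were among the sorted cells at 10 than at 7 weeks. Without the called Ace, 11 of 19 members were higher at 10 weeks (median log2 difference 0.03, camera p = 0.0274, and p = 0.105 with an estimated correlation). With Ace 12 of 20 were higher (median 0.07, p = 0.00595, and p = 0.0732 with an estimated correlation). The test may point that way, but the median lies near 0, so the hypothesis stays open. B cell markers also rose between these times (median 1.03, camera adjusted p = 0.0164, and adjusted p = 0.232 with an estimated correlation), though not without 10w 3 (0.0947). Whether other cells in the sort account for the called genes was not tested.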
